# Halofantrine protects photoreceptors in multiple models of retinal degeneration

**DOI:** 10.21203/rs.3.rs-9511432/v1

**Published:** 2026-05-13

**Authors:** Minji Kim, Anupam K Mondal, Holly Y. Chen, Dheeraj Agrohia, Milton A. English, Phillip Vanlandingham, Florian Regent, Raja Muhammad Naseer Khan, Yi Zeng, Oluwatobi T. Arisa, William D. Figg, Manju Swaroop, Wei Zheng, Wenwei Huang, Rafal Farjo, Hyun Beom Song, Anand Swaroop

## Abstract

Inherited retinal degenerative diseases (IRDs), including retinitis pigmentosa (RP) and Leber congenital amaurosis (LCA), cause progressive vision impairment due to photoreceptor degeneration. We previously demonstrated the protective effects of reserpine in models of *CEP290*-LCA and in the female *Rhodopsin*-P23H rat model of autosomal dominant RP. Given that reserpine is limited by side effects, we expanded our compound screen using retinal organoids from the *rd16* mouse model of *CEP29*0-LCA to include structurally diverse small molecules that may converge on proteostasis pathways. Follow-up evaluations in *Rhodopsin*-P23H rats, human *CEP290*-LCA retinal organoids, and *rd10* mice (a model of *PDE6B*-RP) identified halofantrine as the most promising molecule, conferring strong protection to both rod and cone photoreceptors and demonstrating therapeutic potential across the divergent IRD models tested. Transcriptome analysis revealed a convergent molecular response to halofantrine across these models, primarily through upregulation of oxidative phosphorylation and ribosomal processes. Notably, halofantrine elicited significant improvements in retinal function, as assessed by electroretinography, despite pharmacokinetically limited and transient retinal exposure after subconjunctival injection in *Rhodopsin*-P23H rats. Our studies highlight the potential of halofantrine as a gene-independent therapy and suggest that it may be developed for ocular delivery via eye drops for the treatment of IRDs.

## Introduction

Neurodegenerative diseases, such as Alzheimer’s disease, Parkinson’s disease, and age-related macular degeneration, affect millions worldwide by causing irreversible deficits in sensory, motor, or cognitive function, and their burden continues to grow as life expectancy increases ^1^. These disorders exhibit vast genetic heterogeneity ranging from rare monogenic variants to largely complex polygenic architectures; nonetheless, all are uniformly characterized by progressive and selective loss of specific neuronal populations as well as pathogenic hallmarks ^2-5^. Therapeutic development remains challenging, in part owing to the limited regenerative capacity of most neurons following injury or degeneration ^6-8^. Therefore, there is a critical need for gene-independent neuroprotective strategies that can preserve neuronal viability across diverse genetic backgrounds.

Loss of vision is the end result of neuronal degeneration in the retina, a specialized visual sensory tissue of the central nervous system ^9^. Inherited retinal degenerative diseases (IRDs) manifest in diverse clinical phenotypes yet share a common hallmark of progressive and selective loss of photoreceptors, the neurons essential for initiating the visual process ^10-12^. IRDs are caused by mutations in over 400 genes ^13-15^; of these, retinitis pigmentosa (RP) and Leber congenital amaurosis (LCA) are among the most prevalent non-syndromic disorders. RP initially affects rod photoreceptors, followed by secondary cone degeneration, and is associated with mutations in over 100 genes with *RHO*, *RPGR,* and *PDE6B* accounting for a significant fraction ^14,16^. LCA is a severe early-onset retinal dystrophy caused by mutations in at least 25 genes, with *CEP290* mutations accounting for approximately 20–30% of cases ^14,17-19^. Despite advances in delineating the genetic basis of IRDs, effective therapeutic options remain limited ^20^.

Recent advancements in gene-based therapy have provided proof of concept for the treatment of several IRDs. Gene replacement therapy, though successful for *RPE65*-associated LCA ^21^, remains inherently gene-specific, and even emerging gene-editing technologies face substantial challenges in scaling across hundreds of distinct genetic etiologies ^22-25^. Other approaches, including neurotrophic factors such as brain-derived neurotrophic factor, ciliary neurotrophic factor, and stem cell-based therapies, face challenges related to delivery, targeting, and durability of effect ^26-29^. Consequently, there is growing interest in small-molecule, gene-agnostic strategies that preserve neuronal viability by targeting shared pathological mechanisms, regardless of the underlying genetic defect ^30-33^.

We previously conducted a high throughput screen of small molecules with the goal of repurposing compounds to protect photoreceptors in IRDs ^34^. We used rod photoreceptors derived from retinal organoids of the *rd16* mouse, a model of LCA caused by a *CEP290* mutation that disrupts cilia development and function and leads to photoreceptor loss ^35^. Our screening of over 6,000 molecules identified reserpine, an antihypertensive drug, as the lead compound that promoted rod photoreceptor survival, which was validated in human *CEP290*-LCA retinal organoids and *in vivo* mouse models ^36^. Follow-up studies in the *Rhodopsin*-P23H transgenic rat model further established reserpine’s potential as a gene-agnostic neuroprotector ^37^. However, reserpine has complex side effects on dopaminergic neurons ^38,39^. Therefore, building upon these findings, we extended the screening to identify superior candidate compounds and evaluated their applicability across distinct RP and LCA disease models. Here, we identify and validate halofantrine as a small molecule for gene-independent treatment of IRDs using a comprehensive pipeline of mouse and rat models, as well as human-derived organoids. Furthermore, we investigate the optimal route of administration, performing a detailed pharmacokinetic evaluation to assess feasibility for clinical translation.

## Results

### Initial screening in *Cep290^rd16/rd16^* mouse retinal organoids

To identify alternative compounds with improved efficacy and safety beyond reserpine, we selected a panel of candidate small molecules based on our prior mechanistic insights. We evaluated 17 small molecules (Table S1), including reserpine (A1), its structural analogs, and compounds targeting lysosome-associated proteostasis pathways using *rd16* mouse retinal organoids ^40^ to identify candidates that improve photoreceptor development or survival. Following our previous screening scheme (Fig. 1A) ^36^, the molecules were treated from day 22 to 25, and the organoids were harvested on day 29 for immunostaining using anti-rhodopsin antibody. Rhodopsin, a key protein essential for phototransduction in rod photoreceptors, was used to assess photoreceptor structure and survival. Among the 17 small molecules tested, A3, C2, and F2 were identified as the most promising candidates based on increased rhodopsin fluorescence intensity, demonstrating significantly higher efficacy than reserpine (A1) (Fig. 1B,C). In contrast, compounds that did not produce a comparable increase in rhodopsin fluorescence intensity were considered less effective than reserpine and were not chosen for further study.

### Assessment of candidate molecules in human *CEP290*-LCA retinal organoids

Based on the outcome of the initial screening, we validated A3, C2, and F2, along with reserpine (A1) in iPSC-derived retinal organoids from an LCA10 patient family, including an unaffected mother (control) and an affected compound heterozygous child ^36,41^. Given that photoreceptor development and outer segment biogenesis in retinal organoids initiate around day 120 (D120), and abnormal phenotypes in patient-derived organoids become apparent at this stage ^42^, we initiated treatment at D90 to intervene before these developmental milestones (Fig. 2A). Based on the concentration used for screening in *rd16* organoids (Fig. 1), we treated the human organoids with A1 at 30 μM and A3, C2 and F2 at 10 μM. During the treatment period, media were replenished every 2 to 3 days to maintain optimal culture conditions. Both A1 and A3 significantly increased rhodopsin fluorescence intensity in patient-derived retinal organoids, indicating enhanced rod photoreceptor survival compared with DMSO-treated controls (Fig. 2B,C). F2 exhibited a trend toward increased rhodopsin expression that did not reach statistical significance, whereas C2 showed cellular toxicity and was excluded from further assays (Fig. S1). Given the established role of CEP290 in ciliogenesis, we evaluated ARL13B to assess the restoration of ciliary morphology ^41^; partial improvements were observed in both A1- and A3-treated groups. Subsequently, we evaluated combinations of A3 (the candidate with the highest efficacy) with other candidates at lower concentrations (A3+A1 or A3+F2). However, these combinations did not confer additional augmentation of rhodopsin immunoreactivity compared to A3 alone (Fig. 2D,E). Importantly, no adverse effects were observed on cone photoreceptors, synaptic structures, or bipolar cells following treatment with any of the drugs or their combinations (Fig. S2 and Fig. S3).

### Functional and histological evaluation of candidate molecules in P23H rats

To further evaluate the top compounds across IRD models, we selected reserpine (A1), A3 and F2 for assays of retinal function and visual performance using the well-characterized *Rhodopsin*-P23H rat model of autosomal dominant RP ^43-45^. We followed the previously established protocol ^37^ to examine therapeutic efficacy in female P23H rats but extended the treatment window by adding a third intravitreal injection at postnatal day 58. Following intravitreal injections, optokinetic tracking (OKT) was performed at P67 and P81, and electroretinography (ERG) was performed at P68 and P82 (Fig. 3A). In OKT measurements at P67, treatments with A1, A3 and F2 revealed significantly improved visual performance, with up to 1.5-fold increase compared to the control group (Fig. 3B). However, the effect was sustained at P81 only in the A3-treated group. ERG assays revealed that, at P68, F2 treatment significantly increased the scotopic b-wave compared with the DMSO control, whereas both A3 and F2 enhanced photopic b-wave responses (Fig. 3C). As retinal degeneration progressed to P82, the neuroprotective effects became more pronounced; both A3 and F2 significantly preserved scotopic and photopic b-wave amplitudes, with A3 showing the most robust improvement (Fig. 3C). However, there were no significant changes in scotopic or photopic a-wave amplitudes at P68 or P82 (Fig. S4A).

We then examined retinal histology of *Rhodopsin*-P23H rats after treatment with A1, A3 and F2 and assessed rod preservation at P84 by measuring the thickness of the outer nuclear layer (ONL) ^46^. All three molecules significantly preserved ONL thickness, but A3 showed the most pronounced effect (Fig. 3D and Fig. S4B). To further evaluate rod photoreceptor integrity, we performed immunostaining for REEP6 and rhodopsin, two established rod markers ^47^. Consistent with rod preservation, A3 exhibited the highest REEP6 and rhodopsin immunostaining (Fig. 3E,F). Notably, similar results were observed with anti-cone arrestin antibody ^48^ after treatment with A1, A3 and F2, with A3 showing the best cone preservation (Fig. 3G and Fig. S4C).

A3 was identified as halofantrine, an FDA-approved antimalarial agent and was selected as the lead candidate for further *in vivo* evaluation.

### Halofantrine protects photoreceptors in the *rd10* mouse retina

We next evaluated the therapeutic potential of halofantrine in the *rd10* mouse, which exhibits a well-characterized retinal degeneration phenotype caused by a mutation in the *Pde6b* gene ^49^. Given that photoreceptor degeneration begins around P16 in the *rd10* retina ^50^, halofantrine (20 μM) was administered via intravitreal injection at P10 and P24, followed by ERG evaluation at P34, and retinas were collected at P36 (Fig. 4A). ERG measurements showed that halofantrine treatment significantly improved photopic b-wave responses compared to the control group (Fig. 4B). While scotopic b-wave responses showed a trend toward augmentation, the difference was not statistically significant, and no improvements were observed in either scotopic or photopic a-waves. Additionally, halofantrine preserved photoreceptors, as evidenced by a significant increase in ONL thickness (Fig. 4C and Fig. S5). We also detected increased REEP6 expression at P36, consistent with rod preservation after halofantrine treatment compared to *rd10* DMSO-treated mice (Fig. 4D). Furthermore, cone arrestin-positive cells were significantly enhanced in halofantrine-treated mouse retinas (Fig. 4E). Wild-type control mouse retina was included for comparison in Fig. S6.

### Shared transcriptomic responses to halofantrine across retinal disease models

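For the rd10 model, retinal RNA of 10 female mice was sequenced. The rd10 mouse carries a mutation in Pde6b, the gene of a rod phosphodiesterase subunit, and loses its rods in the first weeks of life. The libraries came from 3 rd10 mice injected with 20 μM halofantrine (replicates H1, H2 and H3), 3 rd10 mice injected with DMSO (D1, D2 and D3) and 4 WT mice injected with DMSO (W1 to W4). Each eye received 1 μL at P10 and again at P24, and retinas were collected at P36. The sample labels place the WT libraries, D1, D2 and H1 in batch 1 and D3, H2 and H3 in batch 2, so the batches hold 2 DMSO with 1 halofantrine library and 1 DMSO with 2 halofantrine libraries. In the sample titles W1 to W3 share a set name, as do D1, D2 and H1, and H2 and H3. W4 and D3 each carry a set name of their own. If these names mark separate collections, collection cannot be told apart from genotype within batch 1 or from halofantrine within batch 2.
The authors estimated counts per transcript with Kallisto against Ensembl transcripts and deposited them per transcript and summed per gene, for 11702 genes. Counts on genes were 15512212, 23280767 and 38160436 in the rd10 DMSO libraries and 25795525, 32100015 and 33201451 in the halofantrine libraries. The WT libraries held 19279298 to 25519525 counts with a median of 22560253. D3 was the shallowest library. Here the estimated counts were rounded to whole numbers, filtered by expression, scaled by edgeR's TMM method and tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. The halofantrine comparison was fitted on the 6 rd10 libraries without a batch term, and the fit with batch as a term is given beside it where it changes a result. Expression levels are CPM after TMM scaling over the 10 libraries. Pde6b was at 2699, 2850 and 2855 CPM in W1 to W3 but at 93.1 CPM in W4, below all 6 rd10 libraries, so W4 is called the library labelled WT W4. Xist was at 3890 to 4848 CPM and Ddx3y, a Y-linked gene, at no more than 1.11 CPM in all 10 libraries.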

To gain molecular insights into photoreceptor neuroprotection by halofantrine, we generated global transcriptome profiles of the three retinal disease models (*Rhodopsin*-P23H rats, *rd10* mice, and *CEP290*-LCA human retinal organoids) with and without drug treatment. Halofantrine treatment markedly altered gene expression patterns in all disease models tested in our study (Fig. 5). 

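In the rd10 retinas, 11692 genes were tested between halofantrine and DMSO. No gene (0) had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, and the smallest adjusted p-value was 0.883. At an unadjusted p-value under 0.05 there were 557 genes, or 4.76% of the genes tested, where 585 would be expected by chance. With batch as a term this count was 1952, again with 0 genes at an adjusted p-value under 0.05. In 13.0% of the genes all 3 halofantrine libraries lay on one side of all 3 DMSO libraries, and chance gives 10%. Among these, the genes with the smallest p-values were Gm42047, Zfp579 and Mir6236 on the higher side and Adamts1, Aldh1a1 and Tagln2 on the lower side. Gm42047 rose from 22.2 ± 1.78 CPM (SD, n = 3) to 41.3 ± 8.94 CPM (SD, n = 3). Zfp579 rose from 15.2 ± 1.09 to 21.1 ± 0.771 CPM and its transcripts lie at the 97.7th percentile of GC content. Mir6236 was at 103 CPM in H2 and 64.5 CPM in H3 but at 11.5 CPM in H1. Adamts1 fell by 0.34, Aldh1a1 by 0.43 and Tagln2 by 0.39 on the log2 scale. The adjusted p-value was 0.883 for each of these 6 genes. DESeq2 moved the first count most among the tools, to 3 genes, namely Gm42047 and a pair of genes listed only by identifier. In the authors' deposited table the adjusted p-value is 0.999987 for all 11702 genes. The t statistics and p-values of that table imply a median of 27.4 degrees of freedom, where limma-voom on these 10 libraries in 3 groups has 7 before and 9.27 after moderation. The paper states that halofantrine altered gene expression in each of its 3 disease models.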

In mutant P23H rats, PCA analysis revealed drug-injected female retinas to be distinct from untreated mutants and closer to untreated WT females (Fig. 5A). 

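Over the log2 CPM of all genes tested in the 6 rd10 libraries, the mean Euclidean distance between a halofantrine and a DMSO library was 33.9, and the mean distance between libraries of one group was 32.5. The ratio was 1.04, and 30% of all splits gave a ratio as large (exact permutation test, one-sided, p = 0.3, where 0.1 is the smallest p that 3 libraries against 3 allow). With the batch difference removed the ratio was 1.26 (exact permutation test, one-sided, p = 0.1). That difference was estimated with the real groups in the model, which can favour the real split. The other splits are therefore not on a par with it, and this p-value decides nothing. With the batch difference left in, the ratio was 0.91 without H2 and 0.94 without H3. Each library was then placed on the axis from the mean of the rd10 DMSO libraries, at 0, to the mean of the WT libraries, at 1. The halofantrine libraries lay at 0.09 ± 0.12 (SD, n = 3). The DMSO libraries, each placed on an axis made without it, lay at a mean of 0.08 and between -0.08 and 0.26, a range that holds the 3 halofantrine libraries. With genes scaled to unit variance the halofantrine mean, 0.11, lay below the DMSO mean, 0.20. Over the 500 most variable genes it lay above it, at 0.13 against 0.08. The axis of a held-out DMSO library is made from fewer DMSO libraries, so the order of the means decides nothing. H1 of batch 1 lay at -0.04, while H2 and H3 of batch 2 lay at 0.18 and 0.14 and D3, the DMSO library of batch 2, at 0.26. Within batch 1 there was 1 halofantrine library and within batch 2 there was 1 DMSO library, too few for a test. The library labelled WT W4 lay at -0.07, and without it the mean of the halofantrine libraries was 0.06.

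**Figure D1:**
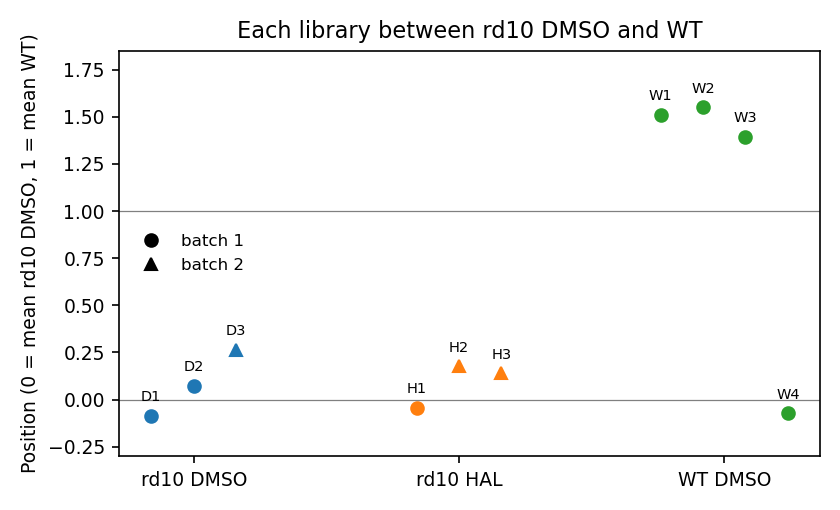
Position of each library (vertical axis, no unit) on the axis from the mean of the rd10 DMSO libraries (0) to the mean of the WT libraries (1), by group; circles are batch 1 and triangles batch 2. The halofantrine (HAL) libraries lie between -0.04 and 0.18, and the DMSO libraries between -0.08 and 0.26.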

Retinal transcriptomes of *rd10* female mice shifted upon halofantrine treatment highlighting a consistent *in vivo* response (Fig. 5B). We also noted similar halofantrine sensitivity in human *CEP290*-LCA retinal organoids (Fig. 5C). The most significant halofantrine responsive genes in *Rhodopsin*-P23H retinas were *Sumo3* and *Lipa*; in *rd10* retinas they were *Vps37s* and *Map3k10*, and in human *CEP290*-LCA retinal organoids they were *ONECUT3* and *UCP2* (Fig. 5D,E,F).

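Vps37d (ENSMUSG00000043614), the rd10 gene shown in Fig. 5E, was at 6.85 ± 1.67 CPM (SD, n = 3) with DMSO and 11.3 ± 0.814 CPM (SD, n = 3) with halofantrine. Its log2 fold change was 0.70 (standard error 0.19), with an adjusted p-value of 0.883 in edgeR's quasi-likelihood test. Map3k10 (ENSMUSG00000040390) was at 45.5 ± 11.9 CPM with DMSO and 62.8 ± 3.38 CPM with halofantrine, a log2 fold change of 0.46 (standard error 0.18) with the same adjusted p-value. For both genes all halofantrine libraries lay above all DMSO libraries (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). By unadjusted p-value, Vps37d ranked 38 and Map3k10 ranked 381 among the genes tested. In the authors' deposited table they ranked 4 and 8. D3 had the lowest level of both, 4.98 CPM for Vps37d and 31.7 CPM for Map3k10. Without D3 the log2 fold changes were 0.54 and 0.27. The transcripts of both genes are rich in G and C, at 65.3% for Vps37d and 64.5% for Map3k10, above 99% of the genes tested. With each library's trend over GC content removed, an alternative chosen after seeing the data, the log2 fold changes were 0.32 and 0.10. Within batch 1 the difference in log2 CPM was 0.52 for Vps37d and 0.18 for Map3k10, and within batch 2 it was 1.17 and 1.02. With batch as a term the log2 fold changes were 0.82 and 0.58.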

Given that all three models represent different mammalian species and likely distinct disease mechanisms, we decided to identify specific and shared functional changes driven by halofantrine using a two-pronged approach – first, by comparing differential gene orthologs across the disease models, and the second, by mapping differential genes to the KEGG database before examining overlaps at the pathway level. Gene level analysis revealed 46 shared differential genes in at least two disease models after halofantrine treatment (Fig. S7A). 

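On the rd10 side of this comparison, the rule of the methods (an unadjusted p-value under 0.05 and at least a 1.2-fold change) gave 309 genes in the 6 rd10 libraries, 199 higher and 110 lower with halofantrine. The limit of 500 genes per direction was not reached in this fit. The authors' deposited table gives 235 genes by the same rule, 176 higher and 59 lower, and 126 genes were in both lists. With sample weights in limma-voom the rule gave 775 genes, 467 higher and 308 lower. With batch as a term 981 genes passed both thresholds, 726 higher and 255 lower, of which 264 were among the 309; the limit per direction leaves 755 of the 981. With the trend over GC content removed, the rule gave 102 higher and 109 lower genes, so the excess of higher genes was not present in that fit. Without H2 the count was 141 and without D1 it was 547. The rat and organoid lists were not analysed here.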

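In the rd10 libraries Itpr3 (ENSMUSG00000042644), which encodes an inositol trisphosphate receptor, was at 11.9 ± 2.22 CPM (SD, n = 3) with DMSO and 14.4 ± 1.34 CPM (SD, n = 3) with halofantrine. The log2 fold change was 0.28 (standard error 0.16) and the adjusted p-value in edgeR's quasi-likelihood test was 0.883. The 3 libraries of each group overlapped, with 13.8 CPM in D3 against 12.9 CPM in H1 (exact permutation test, two-sided, p = 0.2). By unadjusted p-value the gene ranked 1460 here and 1047 in the authors' deposited table, where its unadjusted p-value is 0.119. The difference in log2 CPM was 0.25 within batch 1 and 0.13 within batch 2. With each replicate left out in turn the log2 fold change lay between 0.14 and 0.41. With limma-voom it was 0.36 (adjusted p-value 0.870), and over the alternatives run the adjusted p-values lay between 0.201 and 0.9999.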

Interestingly, the *ITPR3* gene showed a significant response to halofantrine in all three disease models (Fig. S7B). Mapping to the STRING protein-protein interaction database revealed functional associations within a subset of the shared differential genes (Fig. 5G). 

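Of the genes whose names can be read in Fig. 5G, 41 were tested in the rd10 libraries. An unadjusted p-value under 0.05 was found for 11 of them, 7 higher and 4 lower with halofantrine. Adjusted over the list alone, 0 genes had a p-value under 0.05, and adjusted over all genes tested the number was also 0. Adjusted over the list alone, the number was 20 with sample weights in limma-voom, 5 without H1 and 2 without D1. The study picked these genes partly on the same libraries, so an excess of small p-values is built into the list, and none of its counts is independent evidence. The smallest p-values were those of Slc41a2, with a log2 fold change of -0.35 (standard error 0.09), and of Emc9, with 0.36 (standard error 0.11); the adjusted p-value over all genes was 0.883 for both in edgeR's quasi-likelihood test. Without H2 the count was 1 gene, without H3 it was 3 genes and without D2 it was 7 genes. With batch as a term it was 19 genes. The hemoglobin genes Hba-a1 and Hba-a2 were higher in H2 and H3 than in the other rd10 libraries. Hba-a1, as CPM of the transcript counts, was at 25.6 in H2 and 18.2 in H3, against 2.65 in H1 and 4.11 to 7.23 with DMSO.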

Pathway analysis highlighted a set of 18 pathways perturbed by halofantrine in two or more disease models (Fig. 5H, Fig. S7C). 

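Sets of genes written down from symbol families and marker lists stood in for the KEGG pathways, whose lists were not used here. The OXPHOS set held 77 nuclear subunits of the respiratory chain and ATP synthase, and its mean log2 CPM was 5.69 ± 0.09 (SD, n = 3) with DMSO and 5.78 ± 0.07 (SD, n = 3) with halofantrine in the rd10 retinas. The cytosolic ribosome set held 83 genes and was at 6.18 ± 0.13 and 6.29 ± 0.04. For both sets 3 of the 10 splits of the 6 libraries gave a difference as large (exact permutation test, two-sided, p = 0.3). D1, a DMSO library, lay at 5.79 for OXPHOS and 6.33 for the ribosome, above H1 and H3 in both sets. The circadian entrainment set of 77 genes was at 6.64 ± 0.05 with DMSO and 6.65 ± 0.03 with halofantrine, the same within the spread between replicates (exact permutation test, two-sided, p = 1). Its mean log2 fold change was 0.004, and without D3 it was -0.01. Of its single genes, 4 had an unadjusted p-value under 0.05. The paper's rule counts such genes per pathway, which a mean over the set does not test.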

Oxidative phosphorylation (OXPHOS), ribosome and circadian entrainment were noted in all models. 

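Tested against all other genes with camera at a preset correlation of 0.01, the mean log2 fold change in the rd10 retinas was 0.08 for the OXPHOS set (adjusted p-value 0.000381) and 0.10 for the cytosolic ribosome set (adjusted p-value 0.000381), adjusted over 7 sets. In the OXPHOS set 54 of 77 genes were higher with halofantrine, and in the ribosome set 55 of 83. With fgsea the enrichment scores were 0.521 and 0.510. Camera assumes this low correlation between genes, and fgsea permutes genes. With fry, which permits any correlation between genes, the adjusted p-value was 0.572 for both sets, and with a correlation estimated from the libraries it was 0.827, so neither call held. Over all alternatives the adjusted p-value lay between 5.77e-07 and 0.827 for OXPHOS and between 2.16e-10 and 0.827 for the ribosome. Within batch 1 the difference between halofantrine and DMSO in mean log2 CPM was -0.01 for OXPHOS and 0.01 for the ribosome, and within batch 2, with a single DMSO library, it was 0.19 and 0.25. Without D2 the calls of both sets were lost, and without H2 that of OXPHOS (mean log2 fold change 0.05). Of single genes in these sets, 3 and 7 had an unadjusted p-value under 0.05. The mitochondrial ribosome set of 74 genes had a mean log2 fold change of 0.04 (adjusted p-value 0.373 from camera). The paper noted OXPHOS and ribosome in its 3 models by mapping differential genes to pathways. From this and the upward shift of the ranked genes, it concludes that halofantrine raised OXPHOS and ribosomal processes.

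**Figure D2:**
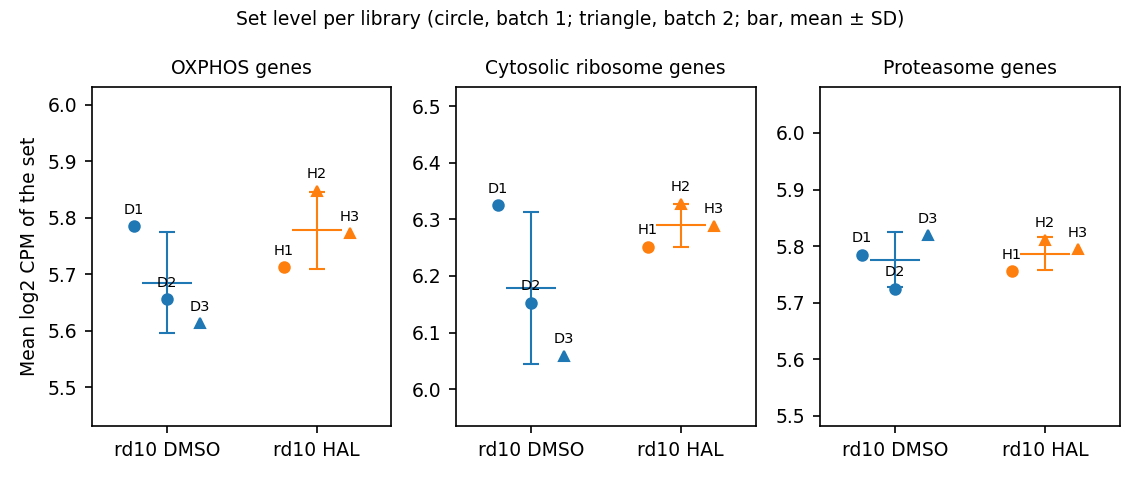
Mean log2 CPM (vertical axis) of the OXPHOS, cytosolic ribosome and proteasome sets in each rd10 library with DMSO or halofantrine (HAL); circles are batch 1, triangles batch 2, and bars the mean ± SD of 3 libraries. D3 is the lowest DMSO library for OXPHOS (5.61) and the ribosome (6.06), and D1 lies within the range of the halofantrine libraries in all 3 sets.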

Enrichment analysis confirmed halofantrine-linked upregulation in OXPHOS and ribosomal processes across the three retinal disease models (Fig. 5I, Fig. S7D). We also detected limited targeting of proteasomal processes by gene expression changes (Fig. S7E). 

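In the rd10 retinas the proteasome set of 43 subunits was at a mean log2 CPM of 5.78 ± 0.05 (SD, n = 3) with DMSO and 5.79 ± 0.03 (SD, n = 3) with halofantrine (exact permutation test, two-sided, p = 0.8). The mean log2 fold change was 0.01 with an adjusted p-value of 0.817 from camera, and 19 of the 43 genes were higher with halofantrine. With batch as a term the mean log2 fold change was -0.01. A single gene (1) of the set had an unadjusted p-value under 0.05. With sample weights in limma-voom the mean was 0.04 (adjusted p-value 0.018), and over the alternatives run the adjusted p-values lay between 0.018 and 0.969.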

Overall, halofantrine-associated gene expression responses exhibited partial similarity across distinct retinal disease models.

### Investigations of optimal halofantrine delivery route in rats

Building on the demonstrated efficacy of halofantrine in improving retinal function and photoreceptor survival, we investigated different routes of administration by evaluating functional outcomes in female P23H rats and pharmacokinetics in wild-type rats. Following the experimental timeline (shown in Fig. 3A), we evaluated both the original halofantrine concentration and higher doses, administering these through intravitreal, subconjunctival as well as suprachoroidal routes in female P23H rats (Fig. 6A). To further evaluate visual performance, OKT measurements of the spatial frequency threshold were performed and revealed a marked improvement in visual acuity at P81 following a 25 μM subconjunctival injection (Fig. 6B). Notably, an intravitreal dose of 50 μM initially reduced the scotopic b-wave amplitude at P68, with significant recovery by P82, consistent with a gradual decrease in intraocular drug concentration (Fig. 6C). In contrast, a higher intravitreal dose of 100 μM produced greater functional improvement in the scotopic b-wave at P68 without an initial suppression. These findings suggest a non-linear, dose- and time-dependent biphasic response. We also observed that a 25 μM subconjunctival injection further enhanced both scotopic b-wave and photopic b-wave response at P68. However, no significant changes were observed in scotopic or photopic a-wave amplitudes at P68 or P82, nor in photopic b-wave responses at P82 or visual acuity at P67 (Fig. S8A, B).

To evaluate the pharmacokinetics of halofantrine in the eye, we compared its distribution and retention in ocular tissues following the same concentration but different routes of administration and timepoints in wild-type rats (Fig. 6D). Halofantrine concentrations in plasma were below the lower limit of quantification (1 ng/mL) across all groups, indicating minimal to no systemic exposure (Table S2). In the retina, suprachoroidal administration produced the highest peak concentration at 4 hours and was eliminated more rapidly, whereas intravitreal injection exhibited slower retinal clearance and higher concentrations at 24 hours. Subconjunctival injection yielded low to undetectable concentrations in the retina at all time points (Fig. 6E). In the vitreous, suprachoroidal injection reached the highest peak concentration, followed by intravitreal injection, while subconjunctival delivery remained undetectable (Fig S9A). Conversely, subconjunctival administration resulted in the highest drug levels in the retinal pigment epithelium (RPE) /choroid/sclera (PECS) (Fig. 6F), whereas intravitreal and suprachoroidal injections yielded largely minimal concentrations in these tissues (Fig. S9B,C). We note that halofantrine produced significant functional improvements despite substantially reduced retinal concentrations at 24 hours across all delivery routes, highlighting its therapeutic potential even at relatively low ocular exposures.

## Discussion

Retinal degenerative diseases place a substantial burden on patients by impairing quality of life, independence, and productivity ^51^. Although significant progress has been made in identifying IRD-associated genes and elucidating pathogenic mechanisms, the extensive genetic heterogeneity continues to limit the broad application of gene-targeted therapies ^52^. Previously, we identified reserpine as a lead compound that promotes photoreceptor survival in CEP290-related ciliopathy, potentially through modulation of proteostasis and autophagy pathways ^36^. Reserpine’s gene-independent therapeutic potential was demonstrated in *Rhodopsin*-P23H transgenic rat model of adRP ^37^. However, reserpine’s translational potential may be limited because of neuropsychiatric effects and clinical tolerability. Here, we identify halofantrine as a superior compound with gene-independent efficacy while offering improved safety and broader therapeutic applicability.

Halofantrine treatment revealed significantly higher rhodopsin immunostaining in retinal organoids derived from a *CEP290*-LCA patient as well as those from the corresponding *rd16* mouse model. Halofantrine alone outperformed the combination treatments with reserpine or F2. In the P23H transgenic rat model *in vivo*, halofantrine treatment led to significant improvements in both scotopic and photopic ERG responses, alongside enhanced visual performance measured by optokinetic tracking (OKT) at P67, with sustained effects observed at P81 (even three weeks after the treatment). Broad photoreceptor protection was evident by significant preservation of ONL thickness and increased expression of rhodopsin and REEP6, as well as enhanced cone arrestin labeling. *In vivo* validation in the *rd10* mouse model further confirmed the gene-independent therapeutic efficacy of halofantrine, demonstrating improved retinal function by ERG, preservation of ONL thickness, and survival of both rod and cone photoreceptors following intravitreal administration.

Transcriptome analyses of disease models treated with halofantrine showed consistent trends, suggesting that the disease gene and mutation independent neuroprotection offered by halofantrine is orchestrated in part by similar molecular perturbations. Both gene and pathway level investigations uncovered common elements in halofantrine activity. One gene (*ITPR3*) responded in all tested disease models, and several others were present in more than one pathology, pointing to consistent molecular partners mediating halofantrine activity. Further support for this hypothesis comes from the overlap in pathways impacted by halofantrine. We therefore suggest that halofantrine is a promising gene-agnostic therapeutic candidate for genetically diverse IRDs.

Notably, halofantrine-induced upregulation of OXPHOS was consistently identified across all our experimental models (Figure 5I). Rod photoreceptors, the primary cells affected in RP, rely both on aerobic glycolysis as well as mitochondrial OXPHOS because of high energy demands and are selectively vulnerable to decoupling of the electron transport chain, ^53^. We had previously provided evidence of early and progressive mitochondrial stress, along with structural and functional abnormalities, as initial drivers of photoreceptor cell death in *rd1* mouse model of RP ^54^. Furthermore, mitochondrial and metabolic dysfunctions have been implicated in age-related macular degeneration ^55,56^ and glaucoma ^57,58^. Halofantrine may therefore exert neuroprotective effects by modulating shared downstream mechanisms, supporting its potential as a gene-independent therapeutic candidate for IRDs and other neurodegenerative diseases.

Though FDA-approved, halofantrine is no longer available in the US because of systemic safety concerns regarding cardiotoxicity, specifically QTc interval prolongation, at the recommended therapeutic doses ^59,60^. Nonetheless, we here demonstrate that localized ocular delivery confers robust neuroprotective effects across multiple models of retinal degeneration. Notably, even at doses showing high efficacy, none of the localized delivery routes result in detectable plasma concentrations (Table S2). By minimizing systemic absorption through the periocular route, we have been able to preserve therapeutic efficacy while effectively bypassing known cardiotoxicity. These results strongly argue in favor of repurposing halofantrine via localized delivery for the treatment of retinal diseases and provide a rationale for further investigation into its ocular therapeutic applications.

Invasive administration routes, such as intravitreal and suprachoroidal injections, enable direct delivery to the retina bypassing physical barriers, thereby achieving high local concentrations. Our pharmacokinetic results demonstrate that halofantrine is effective at very low concentrations even with short-term retinal presence following the intravitreal injection. Interestingly, subconjunctival administration elicits the most robust functional improvements in the P23H rat model, surpassing even intravitreal delivery, as evidenced by significantly enhanced ERG responses and visual acuity in OKT assessments. This superior efficacy via the subconjunctival route may be attributed to several factors. First, the subconjunctival space can act as a local depot, allowing the drug to gradually diffuse across the sclera into the posterior segment ^61^. Although peak intraocular concentrations remain lower than those achieved with intravitreal delivery, trans-scleral diffusion may provide more persistent, steady-state exposure to the neural retina, which appears more effective for halofantrine’s therapeutic action. Second, subconjunctivally administered drugs may directly reach and modulate the function of RPE ^62^, which is critical for photoreceptor survival through nutrient transport and metabolic support. Therapeutic effects may therefore be attributed to indirect RPE-mediated modulation of photoreceptor protection, even when direct drug levels within the neural retina are minimal.

Our studies suggest that halofantrine can exert neuroprotective effects via less invasive routes, supporting its potential as a safe, locally delivered ocular therapeutic and informing future development of topical formulations such as topical eye drops. Nonetheless, poor aqueous solubility of halofantrine remains a challenge ^63^. In addition, given the known cardiotoxicity associated with high systemic exposure ^59,60^, localized application and precise dose optimization will be essential to maximize the therapeutic window. Further investigations to refine delivery strategies and define safe and effective exposure ranges are ongoing for clinical translation of this promising neuroprotective drug candidate.

## Material and Methods

### Animals

Hemizygous P23H-1 rats were generated and previously characterized through in-house breeding at EyeCRO by crossing transgenic P23H line 1 rats with wild-type Long Evans rats obtained from Charles River, in order to model the clinical progression of adRP ^37^. Animals were housed in ventilated cages in groups of 2-3 under controlled 12-hour light/dark cycle, with free access to food and water. All experimental procedures were conducted in accordance with the ARVO Statement for the Use of Animals in Ophthalmic and Vision Research and were approved by the Institutional Animal Care and Use Committee (IACUC; Protocol No. 2021-10-16-001).

B6.CXB1-*Pde6b^rd10^*/J (Strain #: 004297; RRID: IMSR_JAX:004279), including both female and male, were obtained from the Jackson Laboratory and intercrossed to generate the pups. All mouse experiments were approved by the Animal Care and Use committee of the National Eye Institutes (animal study protocol NEI-650) and adhered to ARVO Statement for the Use of Animals in Ophthalmic and Vision Research. Mice were maintained under controlled environment conditions (temperature: 22 °C ± 2 °C, humidity: 30-70%) with a 12-hour light/dark cycle and had ad libitum access to food and water. Bedding, food, and water were replaced on a weekly basis.

### ERG recordings

Rats were dark-adapted for a minimum of 12 hours prior to recordings. Under dim red illumination (<50 lux), anesthesia was induced using ketamine (85 mg/kg) and xylazine (4 mg/kg). ERG signals were acquired with the Diagnosys Celeris platform. Scotopic responses were elicited using a flash intensity of 40 cd·s/m^2^ applied to dilated eyes. The a-wave amplitude was defined as the difference between baseline and the trough, while the b-wave amplitude was measured from the a-wave trough to the peak of the b-wave. For photopic recordings, animals were light-adapted for 7 min prior to stimulation with 15 repeated flashes at 10 cd·s/m^2^. The resulting traces were averaged, and b-wave amplitudes under photopic conditions were measured from the a-wave minimum to the b-wave maximum.

For mouse ERG recordings, animals were dark-adapted overnight and anesthetized by intraperitoneal injection of ketamine (100 mg/kg) and xylazine (10 mg/kg). A reference electrode was inserted into the oral cavity, while corneal hydration was maintained using a 2.5% (wt/vol) hypromellose ophthalmic solution (Gonak; Akorn). ERG signals were captured with the Espion E2 Visual Electrophysiology System (Diagnosys) utilizing gold loop electrodes placed on the corneal surface. Scotopic responses were recorded across a flash intensity range of 0.0001 to 10 cd·s/m^2^, with inter-stimulus intervals adjusted between 5 and 60 seconds according to the intensity. Photopic measurements were subsequently performed at intensities from 0.3 to 100 cd·s/m^2^ under rod-saturating background light following a 2-minute light adaptation period. Amplitudes of a- and b-waves were defined as described above. Animals displaying any ocular or lens damage post-injection were excluded from the analysis.

### OKT

Animals were placed on a central platform enclosed by four LCD monitors within a light-controlled chamber. Optokinetic responses were evaluated by a masked observer using a digital camera mounted above the setup. Rotating vertical sine-wave gratings at 12 degrees/s were presented, generating the perception of a virtual cylinder surrounding the animal. A tracking response was characterized by steady and continuous head movements aligned with the direction of the rotating grating stimulus. Spatial frequency thresholds were determined across a range of 0.064 to 0.514 cycles/degree, with the OptoMotry system automatically adjusted stimulus settings according to observer feedback. Contrast sensitivity was evaluated at 0.064 cycles/degree and expressed as the inverse of Michelson contrast, calculated using the formula (maximum − minimum)/(maximum + minimum). Subjects that failed to exhibit tracking behavior were assigned a threshold value of 0.

### Intravitreal injection

P23H-1 rats underwent anesthesia via intraperitoneal injection of ketamine (85 mg/kg) and xylazine (4 mg/kg) cocktail, followed by pupillary dilation using standard ophthalmic procedures. Intravitreal injections were carried out under a stereomicroscope to allow precise positioning of the needle. A volume of 5 μL (20-100 μM) was introduced into the vitreous cavity via the pars plana using a 33-gauge needle attached to a Hamilton syringe. Bilateral injections were performed in all animals.

For intravitreal injections in mice at P10 and P24, pups received intraperitoneal anesthesia with ketamine (50 mg/kg body weight) and xylazine (5 mg/kg body weight). Either DMSO or Halofantrine (1 μL, 20 μM) was delivered into the vitreous using a Hamilton syringe fitted with a 34-gauge needle. Mice showing evidence of ocular or lens injury following injection were excluded from further analysis. All procedures were conducted at the NEI, National Institutes of Health, in accordance with approved protocols from the NEI Animal Care and Use Committee (NEI-ASP650).

### Suprachoroidal injection

Animals were anesthetized with ketamine (85 mg/kg) and xylazine (4 mg/kg), and eyes were dilated following topical application of proparacaine 5 min prior to injection. After anesthesia, animals were positioned on a temperature-controlled heating pad, and the temporal scleral region was visualized under magnification. A 31-gauge insulin syringe (8 mm) was used to create a scleral entry point approximately 1.0-1.5mm below the corneal limbus, taking care to avoid damage to the RPE/Choroid, retina, or vitreous. Injections were then performed using a 10 μL Hamilton syringe equipped with a 33-gauge 45° beveled needle, inserted through the scleral opening with the bevel oriented toward the cornea. At each timepoint, all animals received bilateral injections, with each eye receiving two separate 3 μL doses (a total of 6 μL per eye) at a concentration of 25 μM.

### Subconjunctival injection

Animals were anesthetized using ketamine (85 mg/kg) and xylazine (4 mg/kg), followed by pupillary dilation. Subconjunctival injections were performed using an 8 mm 31G insulin syringe. The needle was inserted such that the conjunctival tissue stretched over the tip upon entry and then advanced carefully until the bevel was fully covered by the conjunctiva prior to injection. At each timepoint, all animals received bilateral injections of 20 μL (25 μM) per eye.

### Pharmacokinetics

Pharmacokinetic analyses were conducted in adult Brown Norway rats (n = 45). Animals were divided into three groups and received bilateral administration of halofantrine (25 μM, 5 μL per eye) through intravitreal, suprachoroidal, or subconjunctival routes. Plasma samples were collected at baseline and at designated terminal time points. Ocular tissues, including vitreous humor, retina, retinal pigment epithelium/choroid/sclera (PECS), and conjunctiva, were harvested at 2, 4, 24, and 168 hours post-administration (n = 3 rats per group per time point). Drug concentrations were quantified using validated LC–MS/MS methods with halofantrine-d9 as an internal standard. The lower limits of quantification were 1 ng/mL for plasma and 0.02 ng/mg for ocular tissues, except for conjunctiva (0.005 ng/mg). Measurements below these thresholds were reported as below the limit of quantitation (BQL). Mean concentration values at each time point were used to generate time-concentration profiles, and all analysis and graphical representations were performed using GraphPad Prism.

### Human pluripotent cell lines

Human induced pluripotent stem cell (iPSC) lines were generated from fibroblasts obtained from a familial control individual and an LCA10 patient (designated LCA-1), derived from skin biopsy samples. Reprogramming was performed using a non-integrating Sendai virus system at the iPSC Core Facility of the National Heart, Lung, and Blood Institute, following established protocol ^41,64^.

### Maintenance of iPSC

Human iPSC lines were cultured in mTeSR^™^1 Basal Medium (STEMCELL Technologies) on plates coated with hESC-qualified Matrigel (Corning). Following daily media replacement, cells were kept under controlled conditions (37 °C, 5% O_2_, 5% CO_2_). Once a confluency of 60–80% was achieved, cells were passaged using an EDTA-based dissociation method.

### Differentiation of human retinal organoids

Retinal organoids were generated from human iPSC using a modified differentiation protocol as previously described ^65^. Briefly, small cell aggregates obtained from one well of a six-well plate were resuspended in mTeSR^™^1 basal medium supplemented with 10 μM Y-27632 (Tocris) and transferred onto a 10cm hESC-qualified Matrigel-coated dish to initiate differentiation. From day 0 to day 3 (D0-D3), cultures were maintained in neural induction medium (NIM) (DMEM/F-12 (1:1)) (ThermoFisher Scientific), supplemented with 1x N2, 1x NEAA, and 5mM Nicotinamide. At D4, the medium was fully replaced with NIM ^66^. Beginning at D10, cultures were transitioned to retinal induction medium (RIM) consisting of DMEM/F-12 supplemented with 1x B27 without Vitamin A (ThermoFisher Scientific), 1% antibiotic-antimycotic solution (ThermoFisher Scientific), 1% GlutaMAX and 1x NEAA with daily media changes until D17. At D17, adherent cells were mechanically lifted and transferred as small clusters (<5 mm^2^) into 90mm suspension culture dishes (SUMITOMO BAKELITE CO, Ltd). Floating aggregates were subsequently cultured in RIM supplemented with IGF1 (ThermoFisher Scientific) until D41. From D42 to D62, the medium was further supplemented with 10% fetal bovine serum, 20ng/ml IGF-1, and 1 mM taurine (Sigma). Between D63 and D91, 1 μM *9-cis* retinal was added at each media change. After D91, the concentration of 9-cis retinal was adjusted to 0.5 μM and maintained until the completion of differentiation. Following the transition to suspension culture, a partial media change was carried out every 2–3 days. At each step, media were freshly supplemented with IGF-1, taurine, and 9-*cis* retinal under dim light.

### Immunohistochemistry

Human retinal organoids were fixed in 4% PFA solution (FD Neurotechnologies) containing 1% BSA for 1 hour at room temperature (RT), followed by a single wash. Samples were cryoprotected sequentially in 15% sucrose for at least 2 hours at RT and then in 30% sucrose overnight at 4 °C. Organoids were subsequently embedded in Tissue-Tek O.C.T. compound (SAKURA) and sectioned at a thickness of 10 μm. Sections were allowed to equilibrate at RT for at least 1 hour prior to staining or storage at −80 °C. For immunostaining, sections were blocked with 5% donkey serum in PBS for 1 hour at RT and then incubated with primary antibodies diluted in blocking solution overnight at 4 °C. After three 10 min washes in PBS, sections were incubated with species-specific secondary antibodies conjugated with Alexa Fluor 488 diluted in blocking solution (1:500; ThermoFisher Scientific), along with 4,6-diamidino-2-phenylindole (DAPI) for 1 hour at room temperature. Following three additional PBS washes, sections were mounted for imaging.

For rodent retinal tissues, *rd10* mice (at P36) and P23H rats (at P84) were euthanized using CO2. Eyes were enucleated, and eyecups were fixed in 4% PFA for 15 min. After removal of the cornea and lens, eyecups were further fixed for an additional 15 min at RT, followed by cryoprotection in 20% and 30% sucrose solutions (1 hour and overnight at 4 °C, respectively). Samples were embedded in O.C.T., frozen, and sectioned at 12 μm thickness. Following two PBS washes, sections were blocked for 1 hour at RT in PBST (PBS containing 5% donkey serum and 0.3% Triton X-100). The sections were then incubated with primary antibodies overnight at 4 °C. After subsequent PBS washes, the sections were incubated with appropriate secondary antibodies and 1 μg/ml of DAPI for 1 hour at room temperature. After final washes, sections were mounted for imaging.

### Image acquisition and analysis

Fluorescence imaging was performed using Nikon A1R and Leica SP8 resonant scanning confocal microscopes. Image processing and analysis were carried out using FIJI and Photoshop CC 2025 software. For quantification of rhodopsin fluorescence in retinal organoid sections, z-stack images were first converted into maximum intensity projections. Multi-channel RGB (red, green, blue) images were decomposed into individual 8-bit grayscale components. Regions of interest were defined using the “Moments” thresholding algorithm in FIJI, which was applied consistently across all samples to ensure uniform and unbiased analysis. Finally, all quantification was performed while blinded to the experimental groups.

### RNA extraction and library preparation

Total RNA was isolated from homogenized retinal organoids and retinal tissues from P23H and *rd10* animals using RNeasy Mini Kit (QIAGEN), following the manufacturer’s instructions. RNA quality was evaluated using the TapeStation system (Agilent), and only samples with high quality (RNA integrity number (RIN) ≥9) were used for the downstream applications. For library preparation, 100 ng of total RNA was used to generate strand-specific mRNA sequencing libraries using the TruSeq stranded RNA Kit (Illumina).

### RNA-seq data analysis

Illumina bulk RNAseq reads were quality checked and aligned to Ensembl reference transcriptomes of *Homo sapiens* (version 115), *Rattus norvegicus* (version 115), and *Mus musculus* (version 115) for control and treated samples of patient derived retinal organoids (*CEP290*-LCA), Rho^P23H/−^ and Pde6b^*rd10*/*rd10*^, respectively. Analysis pipeline has been described previously ^37^. Briefly, transcriptome alignments were performed with Kallisto and processed with the R package tximport, before differential expression analysis with edgeR and limma. Additional R packages like STRINGdb (for gene interaction network) and fgsea (for gene set enrichment analysis) were used for various downstream analyses. Unless specified otherwise, base R and tidyverse packages were employed for statistical analysis and visualizations.

Differentially expressed genes (DEG) were identified by setting a p-value filter of 0.05 and selecting the top 500 over and under expressing genes with at least 1.2-fold change. DEGs were mapped to KEGG pathways using gProfiler and filtered to identify pathways that had minimum 3 DEG mappings and at least 5% of the pathway impacted by differential genes.

## Supplementary Material

This is a list of supplementary files associated with this preprint. Click to download.

• MinjiKimSupplementary04232026.pdf

## Figures and Tables

**Fig 1.**
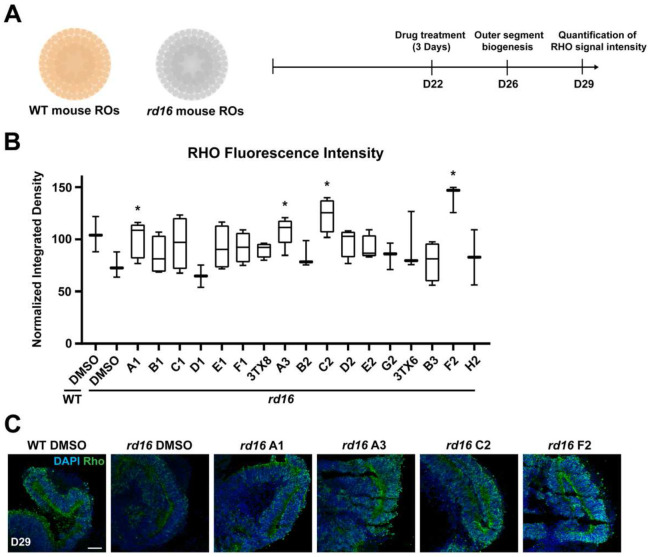
Phenotypic screening and identification of candidate compounds in *rd16* retinal organoids. **(A)** Timeline of compound treatment and organoid harvest. **(B)** The graph shows the quantification of rhodopsin fluorescence intensity in the validation experiment. The bar length represents the distribution of multiple data points, the line across each bar indicates the mean, and the error bars represent the standard error of the mean. **(C)** Immunostaining of rod cell marker rhodopsin (Rho, green) in wild-type (WT) and rd16 organoids treated with positive compounds (A1, A3, C2, F2). Nuclei were stained by 4',6-diamidino-2-phenylindole (DAPI). The scale bar represents 50 μm, *P < 0.05

**Fig 2.**
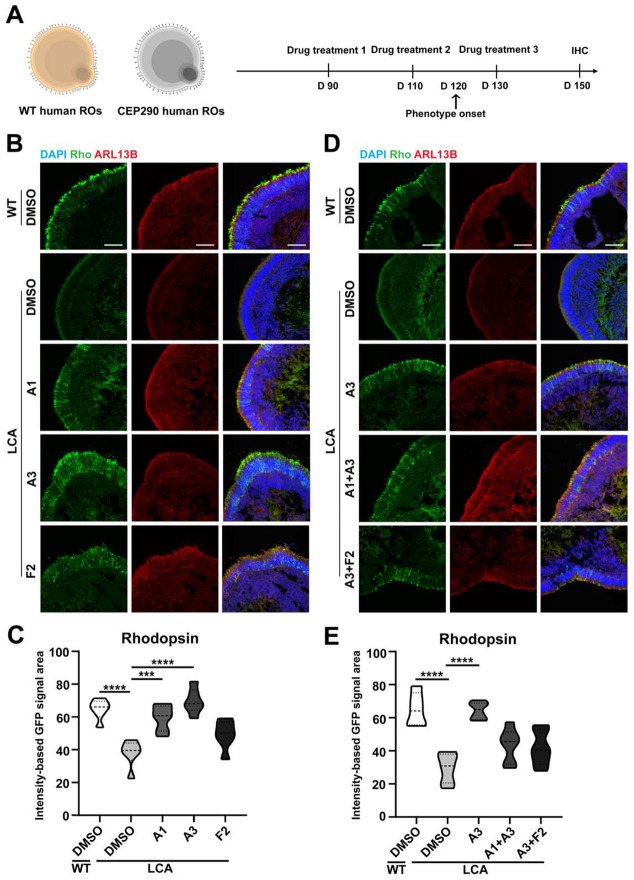
Validation of selected candidates in LCA10 patient-derived retinal organoids. **(A)** Timeline for compound treatments and harvest of patient organoids. **(B,D)** Immunostaining of rhodopsin (Rho, green). Nuclei were stained with 4',6-diamidino-2-phenylindole (DAPI). Images are representative of at least three independent groups, each containing at least four organoids. The scale bar represents 100 μm. **(C,E)** Violin plots show the quantification of fluorescence intensity from rhodopsin staining in the validation dataset. The shape of each plot represents the distribution of individual data points. The scale bar represents 50 μm, ***P < 0.001, ****P < 0.0001.

**Fig 3.**
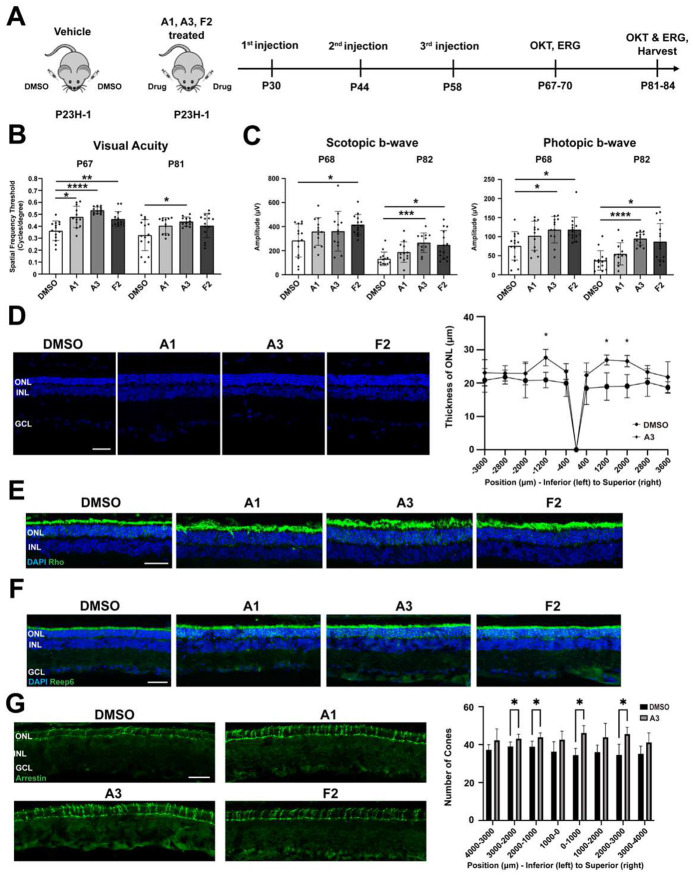
Functional and structural preservation by potent candidates in P23H rats. **(A)** Timeline of in vivo intravitreal injections for functional and structural studies. **(B)** Visual acuity measured by OKT in DMSO- and compound-treated P23H rats was assessed in both eyes (7 DMSO-treated and 6 or 7 compound-treated rats). **(C)** Scotopic and photopic b-wave ERG responses at P68 and P82 in DMSO- and compound-treated P23H rats. Data were expressed as mean ± SEM, using Brown-Forsythe and Welch ANOVA tests. **(D)** ONL thickness evaluated by DAPI-stained retinal sections at P84. The representative images were taken from the retina where the most significant changes were observed. Images are representative of six or seven female rats per group. **(E,F)** Rod photoreceptors were evaluated by immunostaining for REEP6 and rhodopsin (Rho, green) at P84. **(G)** Cone photoreceptors were evaluated by immunostaining of cone arrestin at P84. Numbers of cone photoreceptors were counted every 1000 μm throughout the retina. Data were expressed as mean ± SEM, using Mann-Whitney U test. The scale bar represents 40 μm. ONL: outer nuclear layer, INL: inner nuclear layer, GCL: ganglion cell layer, ERG: electroretinogram, OKT: Optokinetic tracking test, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

**Fig 4.**
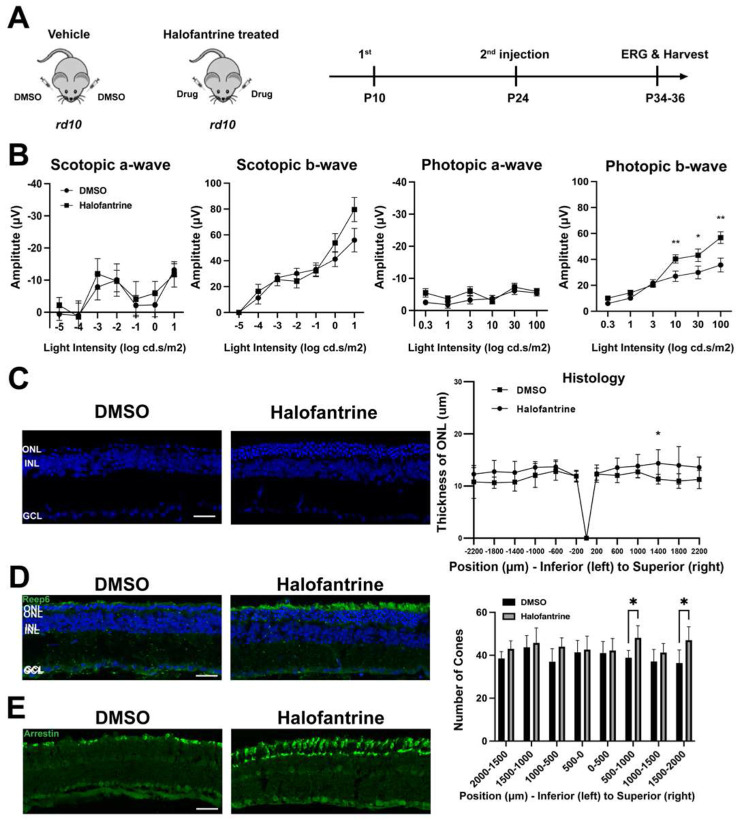
Therapeutic efficacy of halofantrine in the *rd10* mice. **(A)** Timeline of in vivo intravitreal injections for quantification of outer nuclear layer thickness (ONL), retinal morphology, and immunohistochemistry studies. **(B)** Scotopic and photopic electroretinogram responses in DMSO-treated and halofantrine-treated *rd10* mice. **(C)** Outer nuclear layer thickness evaluated by DAPI-stained retinal section at P36. The representative images were taken from superior retina, 1800 μm away from the optic nerve. Data were expressed as mean ± SEM, and the Mann-Whitney U test was used to compare DMSO- and Halofantrine-treated groups. Images are representative of ten mice. **(D)** Rod photoreceptors were evaluated by immunostaining for REEP6 (green) at P36. **(E)** Cone photoreceptors were evaluated by immunostaining of cone arrestin at P36. Numbers of cone photoreceptors were counted every 500 μm throughout the retina. Data were expressed as mean ± SEM, and the Mann-Whitney U test was used to compare DMSO- and halofantrine-treated groups. Representative images were taken from retinal regions where the most significant changes were observed. The scale bar represents 20 μm. *P < 0.05

**Fig 5.**
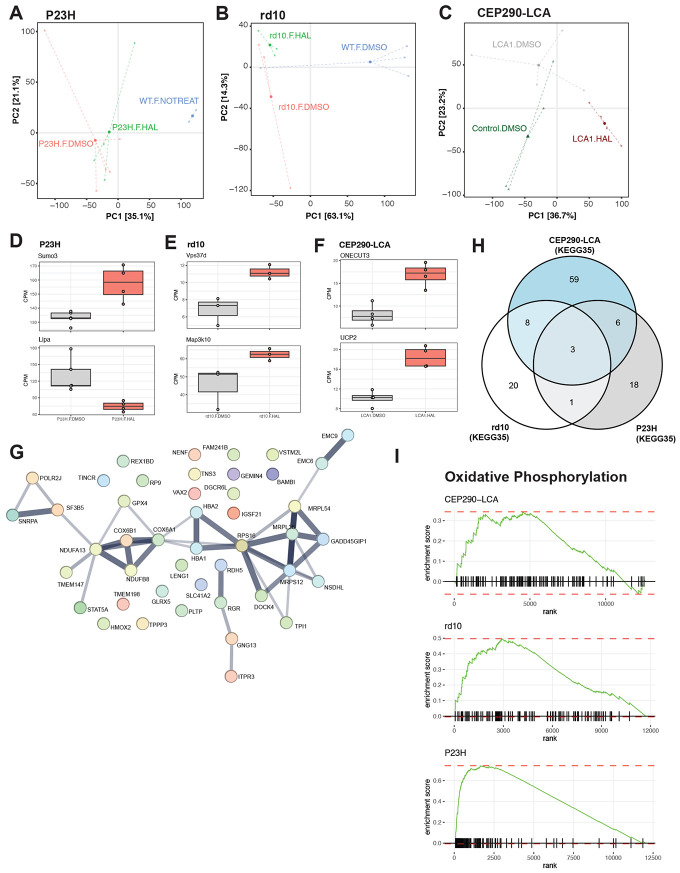
Halofantrine induces comparable transcriptomic changes in distinct retinal disease models. **(A,B,C)** Principal component analysis (PCA) plot summarizing tanscriptome remodulation in P23H female rat retinas, rd10 female mice and CEP290-LCA retinal organoids. **(D)** Expression changes in Sumo3 and Lipa genes after halofantrine treatment in P23H rat retinas. **(E)** Vps37d and Map3k10 genes significantly respond to Halofantrine in female rd10 retinas. **(F)** CEP290-LCA retinal organoids show marked difference in ONECUT3 and UCP2 gene expression. **(G)** Network showing predicted protein-protein interaction among gene products of shared halofantrine responsive genes. **(H)** Comparison of KEGG pathways mapped to DEGs reveal overlapping functional perturbation in distinct retinal disease models in response to halofantrine. **(I)** Enrichment plot summarizing overexpression of OXPHOS related genes after halofantrine treatment.

**Fig 6.**
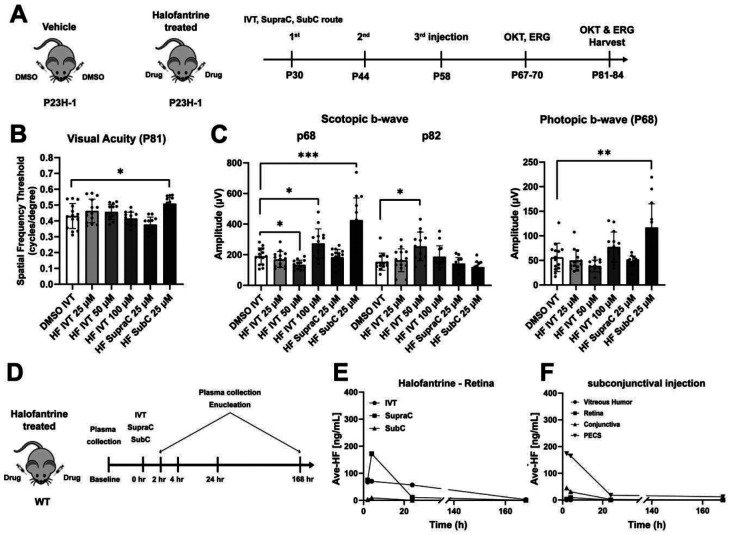
Impact of delivery routes on halofantrine efficacy in rats **(A)** Timeline of in vivo intravitreal, suprachoroidal, and subconjunctival injections for functional studies in P23H rats. **(B)** Visual acuity measured by OKT in both eyes of P23H rats treated with DMSO (n=7) or halofantrine at different doses and delivery routes (n=7). Data were expressed as mean ± SEM, and the Brown-Forsythe and Welch ANOVA tests were used to compare the groups. **(C)** Scotopic and photopic ERG responses at P68 and P82 in DMSO- and halofantrine-treated P23H rats with three different delivery routes and doses. **(D)** Timeline of in vivo administration of halofantrine via different ocular routes for pharmacokinetic analysis of ocular tissue distribution and retention in WT rats. **(E)** Retina pharmacokinetics and tissue drug distribution following three different delivery routes in WT rats. **(F)** Halofantrine distribution across ocular tissues following subconjunctival injection. Animals were euthanized at the specified time points. HF: halofantrine, PECS: RPE/choroid/sclera, IVT: Intravitreal injection, SupraC: suprachoroidal injection SubC: subconjunctival injection *P < 0.05, **P < 0.01, ***P < 0.001

## Data Availability

High throughput sequencing datasets generated in this study are available through GEO accession # GSE327435. The data will be released immediately upon acceptance. For reviewers: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE327435 Enter token abszokgejloftmx into the box

How the deposited data were processed for this re-analysis (not part of the article)

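RNA of retinas from 10 female mice was analysed: 3 rd10 mice injected with halofantrine, 3 rd10 mice injected with DMSO and 4 WT mice injected with DMSO, 20 μM halofantrine or vehicle in 1 μL at P10 and P24, collected at P36. The rat and human organoid experiments of the paper were not analysed here. Conditions and batches came from the sample labels, and the paper's text does not name a batch covariate.

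The authors prepared stranded libraries, pseudoaligned the reads with Kallisto to the Ensembl mouse transcriptome and imported the result with tximport. They deposited the estimated counts per transcript (275112 transcripts) and per gene (11702 genes), unscaled; 51.4% of the gene counts are whole numbers. Of the genes whose transcripts could be assigned, 94.2% equalled the sum of their transcripts within 1 count. The authors' deposited CPM values are those gene counts divided by 1 factor per library and were used as a signal scaled by size factors, since they sum to 1094971 to 1127682 in W1 to W3 and to 943804 to 960926 in the other libraries. The authors' deposited table of the halofantrine comparison gives a log2 fold change, a mean log2 expression, unadjusted and adjusted p-values and limma's score for each gene; its covariates are not named in the paper's text. Gene symbols came from a reference table that matched 11492 of the 11702 identifiers. The reference transcripts used here (GENCODE M21) are of another build than the authors', so no coordinates are given. They gave the GC content and length of 98.2% of genes, as means over transcripts weighted by their counts, and held 97.4% to 97.7% of the counts of each library.

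Counts on genes ranged from 15512212 to 38160436 per library. The estimated counts were rounded to whole numbers. Genes were kept by edgeR's filterByExpr, libraries were scaled by TMM, and groups were compared by the quasi-likelihood test of edgeR 4.0.16 with Benjamini-Hochberg adjustment in R 4.3.3. The halofantrine comparison used the 6 rd10 libraries and the comparison of rd10 DMSO with WT used 7 libraries. Standard errors of log2 fold changes were taken from the F statistic. Log2 CPM was computed with a prior count of 2. Gene sets were tested by camera of limma 3.58.1 with a preset correlation of 0.01 and adjusted over 7 sets (OXPHOS, cytosolic ribosome, mitochondrial ribosome, proteasome, circadian entrainment, rod, cone). Further lists covered V-ATPase, mitochondrially encoded subunits, RPE, blood, lens, Muller glia, gliosis, microglia, bipolar, amacrine and ganglion, and sex-linked genes. Exact permutation tests were run on the mean of each library. Pairs of libraries of one group differed by 4.48 to 431 in chi-square per gene, so no library was a copy of another of its group.

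The rule for the genes named in the text, the gene lists, the comparisons and their tests, and the alternatives were set before the data were examined, except where stated. That rule takes the genes the paper names for rd10, Pde6b, genes of stained proteins (Reep6, Arr3), Xist and Ddx3y, the 3 genes per direction with the smallest p-value whose halofantrine libraries lie on one side of all DMSO libraries, and the 3 genes per direction with the smallest p-value in rd10 DMSO against WT. Not every gene the rule takes is reported here. Alternatives were DESeq2 1.42.0, limma-voom with and without sample weights, other filters and scalings, a batch term, all 10 libraries and leaving out each replicate in turn; for sets also fry, camera with estimated correlation and fgsea 1.28.0. An offset for GC content, alone, with transcript length or with the batch term, was added after seeing the data (lowess of each library's deviation, span 0.3).

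The fits were tested on simulated counts in which 200 genes were changed, with 11691 or 11692 genes tested. At this design edgeR recovered 93.5% of genes changed by a factor of 2, 58.5% of those changed by a factor of 1.5 and 0% of those changed by a factor of 1.2. DESeq2 recovered 97.5% at a factor of 2 with 40 false calls, against 11 with edgeR. With a GC trend put into 1 library, the offset brought the correlation of the effect with GC content from -0.566 to 0.00033. Each of the set tests called a set of 83 genes raised by 0.2 and 0 of 6 random sets. The simulated genes varied independently, with no batch, and 0.2 is above the observed means of OXPHOS (0.08) and the ribosome (0.10). The simulation therefore does not show how these tests act on correlated genes or on a change of the observed size.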

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

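The tests in this part were chosen after the results were seen. In the WT group of 4, the library labelled WT W4 lay far from the other 3 libraries in 5 of the 16 results reported for it, where about 0.8 would be expected by chance. The gap to the nearest library, as a share of the group's range, was 0.984 for Pde6b, 0.97 for Reep6, 0.982 for the rod set, 0.888 for the circadian entrainment set and 0.904 for the position between rd10 DMSO and WT. Pde6b was at 93.1 CPM in W4 against 2699 to 2855 CPM in W1 to W3 and Reep6 at 42.3 against 898 to 988 CPM. The mean log2 CPM of the rod set was 6.71 in W4 and 10.99 to 11.07 in W1 to W3. The circadian entrainment set was at 6.67 in W4 and at 6.18 to 6.24 in the others.

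The tables argue against a mixture of WT and rd10 RNA, since the rod set in W4 differed by -0.345 in log2 CPM from the lowest rd10 library. They argue against the loss of rods in dissection alone, since gliosis markers rose by 2.32 against the mean of W1 to W3 and bipolar markers by 0.778, a difference of 1.54 where both would rise alike. Microglia markers rose by 2.09, Muller glia markers by 0.949, and amacrine and ganglion markers by 0.699, while the cone set moved by 0.005. A mislabelled sample stays open: over 1353 genes that differ by more than 1 log2 unit between W1 to W3 and the rd10 libraries, the median position of W4 was -0.108 on a scale from rd10 (0) to W1 to W3 (1), and 99.3% of these genes lay nearer to rd10. A retina of a WT mouse with a degeneration of another origin was not tested and stays open as well. The title of W4 carries a set name that no other library has. W4 was kept in the WT group in every result unless its omission is stated.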

How the results depend on the processing

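No paired analysis was possible because each library came from another mouse and the labels do not pair them. The GC-content offsets were chosen after seeing the data. The log2 fold changes of Vps37d, Map3k10 and Itpr3 kept their direction, and the adjusted p-values of these genes stayed above 0.05, under all alternatives run. Vps37d ranged from 0.29 to 0.85, Map3k10 from 0.07 to 0.58 and Itpr3 from 0.03 to 0.53. The mean position of the halofantrine libraries lay between 0.05 and 0.16. It lay above the mean of the held-out DMSO libraries in the fit reported (0.09 against 0.08). It also lay above it without H1 (0.16 against 0.08), without D3 (0.14 against 0.09) and over the 500 most variable genes (0.13 against 0.08). By less, it lay above it with a prior count of 0.5, with library size only, and without W3 or W4. It lay below it with genes scaled to unit variance (0.11 against 0.20), without D1 (0.09 against 0.24), without D2 (0.13 against 0.19) and without H2 (0.05 against 0.08). By less, it lay below it without H3, W1 or W2. The origin for a held-out DMSO library is made from fewer DMSO libraries, so the order of the means decides nothing. Among the single genes named, over both comparisons, 9 alternative values reversed, 25 passed an adjusted p-value of 0.05 and 271 kept direction and side. In the halofantrine comparison only Gm42047 with DESeq2 passed, and the other values that passed belong to rd10 DMSO against WT. The cause was not tested for the changes below.

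The count of genes with an adjusted p-value under 0.05 between halofantrine and DMSO went from 0 to 3 with DESeq2 and from 0 to 7 across the 6 fits that each left out one replicate (1 without D1, 7 without D2). The count at an unadjusted p-value under 0.05 with a 1.2-fold change, before the limit of 500 genes per direction, went from 309 to 775 with sample weights in limma-voom, to 981 with the batch term (755 within the limit), to 467 with GC-content offset and batch term and to 139 with all 10 libraries. Across the 6 fits that each left out one replicate it lay between 141 (without H2) and 547 (without D1), with 144 without H3 and 495 without D2. The count of Fig. 5G genes went from 11 to 23 with sample weights and to 19 with the batch term, and lay between 1 (without H2) and 19 (without D1) with a replicate left out. Between rd10 DMSO and WT, the count of genes with an adjusted p-value under 0.05 went from 0, with 3108 genes at an unadjusted p-value under 0.05, to 589 with DESeq2 and 8981 with sample weights, and lay between 0 and 7280 with a replicate left out; 7280 was without W4.

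For OXPHOS (mean log2 fold change 0.084) and the cytosolic ribosome (0.097), the call was lost with fry and with an estimated correlation at these same means, and with the GC-content and transcript length offset (0.039 and 0.049). With a replicate left out OXPHOS lay between 0.048 (without H2) and 0.14 (without D1), and the ribosome between 0.055 (without D3) and 0.18 (without D1). Without D2 both calls were lost, at 0.07 and 0.08, and without H2 that of OXPHOS. The cone set (0.14, adjusted p-value 0.0279 from camera) lost its call with fry, an estimated correlation and fgsea, with the batch term (0.077), with GC-content offset and batch term (0.089) and, with a replicate left out, in all fits but those without D3 or H1, between 0.087 (without H2) and 0.215 (without H1). The adjusted p-value of this set lay between 0.00019 and 0.827. With sample weights the mitochondrial ribosome (0.057, adjusted p-value 0.0253) and the proteasome (0.044, adjusted p-value 0.018) passed the threshold; over all alternatives the adjusted p-value of the former lay between 0.0253 and 0.957.

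The proteasome set (0.0077) reversed with the batch term (-0.0087) and with GC-content offset and batch term (-0.0052), and lay between -0.016 (without D2) and 0.038 (without D3) with a replicate left out. The circadian entrainment set (0.0043) reversed with library size only (-0.0019), sample weights (-0.027), GC-content offset (-0.018), GC-content and transcript length offset (-0.013) and GC-content offset and batch term (-0.0033), and lay between -0.015 (without H1) and 0.030 (without D2) with a replicate left out. The rod set (0.16) reversed with the batch term (-0.19) and with GC-content offset and batch term (-0.24), and was 0.72 with sample weights; with a replicate left out it lay between -0.075 (without H2) and 0.72 (without D3). Its adjusted p-value from camera, 0.162 in the fit reported, was under 0.05 in the lower direction with the batch term (4.39e-06) and with GC-content offset and batch term (2.17e-13), and in the higher direction with sample weights (9.80e-09), without D3 (1.36e-13) and without H1 (1.23e-05). Without a batch term it was 0.911 with fry and 0.94 with an estimated correlation, and neither of these tests was run with the batch term. Pde6b (0.15) was at -0.27 with the batch term and -0.25 with GC-content offset and batch term, and between -0.27 (without H2) and 0.79 (without D3) with a replicate left out. Reep6 (0.47) was at -0.20 with GC-content offset and batch term, and Xist (-0.10) at 0.0037 with GC-content and transcript length offset. Arr3 between rd10 DMSO and WT (0.06) lay between -0.022 (without W4) and 0.14 with a replicate left out. The ratio of distances between groups to those within groups was 1.04. It was 1.26 with the batch difference removed, which was estimated with the real groups in the model. With a replicate left out it lay between 0.91 (without H2) and 1.17 (without D2).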

Differences from the paper's values

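The share of variance on the second principal component of the 10 libraries was 7.29%, against about 14% in Fig. 5B, read by eye. With genes scaled to unit variance it was 14.2%, which closes the gap. With the 500 most variable genes (7.13%), a prior count of 0.5 (7.65%) or library size only (6.89%) it did not close.

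The paper places Itpr3 among the genes with a significant response in rd10. Here its adjusted p-value was 0.883 with edgeR's quasi-likelihood test, and its unadjusted p-value in the authors' deposited table is 0.119, above the threshold of the methods. That table's t statistics and p-values imply a median of 27.4 degrees of freedom, against 9.27 for limma-voom on these 10 libraries after moderation. Settings that gave an unadjusted p-value under 0.05 were limma-voom (0.0465), limma-voom with sample weights (0.00194) and the fit without D3 (0.0286).

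The paper names Vps37d and Map3k10 as the most significant rd10 genes (its text writes the former as Vps37s, and the figure Vps37d). By unadjusted p-value they ranked 38 and 381 here. In the authors' deposited table Ehmt2, Mrps34 and Zfp358 rank above Vps37d, which ranks 4, and Map3k10 ranks 8.

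The paper describes gene expression in the rd10 model as clearly changed by halofantrine. Its rule for differential genes uses unadjusted p-values, and in the authors' deposited table the adjusted p-value is 0.999987 for all genes. Here 0 genes had an adjusted p-value under 0.05, with 557 at an unadjusted p-value under 0.05 and 1952 with batch as a term. By the paper's rule 309 genes passed here and 235 in the authors' deposited table, so the difference lies in the threshold. DESeq2 gave 3 genes, the fit without D1 gave 1 and the fit without D2 gave 7.

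The paper describes the transcriptomes of rd10 mice as shifted by halofantrine. Here the ratio of the distance between groups to that within groups was 1.04, and with the batch difference removed it was 1.26. The batch difference was estimated with the real groups in the model, which can favour the real split.

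The paper lists circadian entrainment among the perturbed processes. Its methods count the differential genes in a pathway, which a mean fold change near 0 does not test. Here the mean log2 fold change of the set that stood in for the pathway was 0.004. Its adjusted p-value from camera was under 0.05 only with limma-voom with sample weights (-0.03, adjusted p-value 0.0351). Of its 77 genes, 4 had an unadjusted p-value under 0.05 in edgeR's quasi-likelihood test, so this is not a contradiction.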

Other observations

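The standard errors between libraries for the OXPHOS and ribosome genes, the tests of GC content, of GC content with length, of the Fig. 5G count and of the sets against other splits, and the tests on the rod set, on blood, on RPE and on the authors' deposited table were chosen after the results were seen.

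The 6 rd10 libraries can be split into 3 against 3 in 10 ways, the real one included. As many genes with an adjusted p-value under 0.05 as in the real split (0, with 557 at an unadjusted p-value under 0.05) were found in 10 of the 10, which holds for any data once the real split gives 0. As many genes at an unadjusted p-value under 0.05 with a 1.2-fold change were found in 2 of the 10, and as many Fig. 5G genes in 1 of the 10, which decides nothing, since the study picked those genes partly on the real split. The other split with as many genes at a 1.2-fold change follows the batches, D1, D2 and H1 against D3, H2 and H3, and gave 1027 such genes before the limit per direction (907 within it) and 218 with an adjusted p-value under 0.05. With batch as a term the real comparison gave 981 such genes before the limit (755 within it) and 0 with an adjusted p-value under 0.05. Since 10 splits cannot give a share under 0.1, the real split and another split cannot be told apart by the 1.2-fold count. Between rd10 DMSO and WT, 35 of the 35 splits of the 7 libraries gave as many genes with an adjusted p-value under 0.05 as the real split, which gave 0, with 3108 genes at an unadjusted p-value under 0.05, so this share too was fixed and decides nothing; without W4 the real comparison gave 7280.

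OXPHOS and ribosome genes were slightly higher with halofantrine. Of the mean log2 fold change of both sets, 64.8% was left without D3, 118.7% with batch as a term and 81.7% with the trend over GC content removed. None of these excludes D3, the batch or GC content as the source, since the difference between groups in the mean log2 CPM of both sets together lay within 2 standard errors between libraries of 0: 0.10 (standard error 0.07) in the 6 libraries, 0.05 (0.07) without D3, 0.11 (0.08) with batch as a term and 0.08 (0.06) with the GC trend removed. With the trends over GC content and length removed 49.1% was left. These sets lie at the short end of the transcripts, where their own genes may shape the trend, which was not tested. A length bias and a change of these genes therefore cannot be told apart. In 3 of the 10 splits the difference was as large, and 10 splits cannot exclude another grouping. An effect of halofantrine stays open as well, and it and these explanations cannot be told apart with 3 libraries per group. The difference was near 0 within batch 1 (-0.01 and 0.01) and rests on batch 2 (0.19 and 0.25), which holds 1 DMSO library. By its title that library is of another set than H2 and H3.

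Vps37d and Map3k10 lie at the GC-rich end of the transcripts. With the GC trend of each library removed, 45.9% of the log2 fold change of Vps37d and 23% of that of Map3k10 was left, so a GC bias between libraries may account for part of both differences. Across genes, which are not independent replicates, the Spearman correlation of a library's deviation with GC content was -0.467 in D3 and 0.515 in H1. An effect of halofantrine on both genes stays open.

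Rod transcripts were higher in the rd10 libraries of batch 2, with a mean log2 CPM of 8.41 in D3, 8.23 in H2 and 8.04 in H3 against 7.05 to 7.16 in D1, D2 and H1. The tables argue against halofantrine as the source, since with batch as a term the mean log2 fold change of the rod set was -0.185 and D3 was injected with DMSO. They argue against GC content, since 104% of the difference between the batches was left with the GC trend removed. Age at collection, litter and handling in the batches may differ and were not tested.

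Xist had a mean log2 expression of 6.46 in the authors' deposited table, against 12.1 over the 10 libraries. Of the Y-linked genes looked at, 4 of 4 had a mean in that table above the highest of the 10 libraries. Libraries of male mice in the authors' fit are a candidate explanation, and other sources were not tested. No biological explanation was tested.

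Hemoglobin genes were higher in H2 and H3 than in the other rd10 libraries. Of the other listed blood genes (Hbb-bt, Alas2 and Slc4a1), 2 of 3 were also higher in both, so blood in these samples may be the source. Hbb-bs, as CPM of the transcript counts, was at 39.7 in H2 and 34.8 in H3 and at 4.99 to 17 in the other rd10 libraries. Hba-a1 and Hba-a2 were among the genes the study picked. The mean log2 CPM of the 3 blood genes tested differed by 0.96 between halofantrine and DMSO (exact permutation test, two-sided, p = 0.4). An effect of halofantrine was not excluded, although H1 had the lowest level.

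Rdh5 and Rgr, which the study picked, were lower with halofantrine. The other listed RPE genes were lower in 9 of 9, so the share of RPE in the samples may be the source. Rlbp1 is also on the Muller glia list. The mean log2 CPM of the 11 RPE genes differed by -0.78 (exact permutation test, two-sided, p = 0.2). Dct, as CPM of the transcript counts, was at 212 in D1, 166 in D3, 33.4 in D2 and 31.3 to 45.5 with halofantrine, so D1 and D3 set the difference. Without D2 the genes with an adjusted p-value under 0.05 included Tyrp1, Dct and Pmel of this list, with Gpnmb, Slc6a13, Eps8l1 and a gene listed only by identifier; without D1 the gene was Gm45837. These genes were named after their values were seen. An effect of halofantrine on RPE genes was not excluded.

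Between halofantrine and DMSO, the mean log2 CPM of the other lists differed by 0.03 for Muller glia, -0.06 for gliosis, -0.02 for microglia, 0.04 for bipolar, 0.10 for amacrine and ganglion, 0.02 for sex-linked, 0.03 for V-ATPase and 0.06 for mitochondrially encoded genes. Of these, amacrine and ganglion markers had the smallest p-value (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). The lens gene Cryaa, as CPM of the transcript counts, was at 14.3 in H2 and at no more than 2.89 in the other rd10 libraries. The rod set had a mean log2 fold change of 0.16 (adjusted p-value 0.162 from camera). With the batch term the rod set was lower with halofantrine, at -0.19 (adjusted p-value 4.39e-06 from camera). Over the mean levels of the libraries this difference was -0.19 (standard error 0.09). The small p-value rests on the low correlation between genes that camera assumes, and does not measure the spread between libraries. Neither fry nor an estimated correlation was run with the batch term, so a fall of rod transcripts is not established. The cone set had a mean log2 fold change of 0.14 (adjusted p-value 0.0279 from camera). With the batch term the call of the cone set was lost, at 0.08 (adjusted p-value 0.326 from camera). Reep6 changed by 0.47 and Arr3 by 0.21 on the log2 scale, Pde6b by 0.15 and Xist by -0.10. With the batch term Reep6 was at 0.09, Arr3 at 0.13, Pde6b at -0.27 and Xist at -0.13. With a replicate left out Reep6 lay between 0.18 (without H2) and 0.98 (without D3). Arr3 then lay between 0.03 (without H2) and 0.33 (without H1).

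Between rd10 DMSO and WT, W4 included, the genes with the smallest p-values were Per2 (log2 fold change 0.68), Lrfn2 (0.76) and Pfkfb3 (0.41) on the higher side and Atp5k (-0.60), Lars2 (-0.98) and Gm14698 (-2.11) on the lower side, each with an adjusted p-value of 0.187 in edgeR's quasi-likelihood test. Over their alternatives the adjusted p-values lay between 1.41e-06 and 0.394 for Per2. Without W4 they were 5.48e-05 for Per2 and 0.00208 for Lars2. Pde6b, for which W4 lay far from W1 to W3, had a log2 fold change of -3.23. Its adjusted p-value in the same test was also 0.187 with W4, and 0.000233 without it. W4 widens the WT spread of such genes, so the order by p-value depends on keeping it and is no ranking of the difference between genotypes. Lars2 was at 880 CPM in H2 and 520 CPM in H3 against 74.6 to 126 CPM in the other rd10 libraries; the source was not tested.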
